A study of Mus musculus with 8 samples.

How the data were processed

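RNA from muscle stem cells of 8 mouse samples was profiled by sequencing. Per the labels' protocols, total RNA was extracted with Trizol and turned into cDNA by template switching with a low-input library kit, and per the series' design text the cells had been purified by flow cytometry and used without culture. The genotype and the replicate number of each sample were taken from its title. There were 4 control samples (replicates 2, 5, 7 and 8) and 4 samples heterozygous for a floxed RhoA allele in the stem cells, called RhoA het here (replicates 5, 6, 7 and 8).

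The authors deposited 1 table of counts per gene and 1 table of TPM (counts scaled by gene length and to a common total) per gene. Per the file headers, the counts were made with featureCounts 1.6.4 in paired-end mode, over exons summed by gene identifier of the GENCODE mouse release 34 annotation on assembly mm39, from alignments made with STAR. The counting command in the header set no strand option and neither of the options that count multi-mapping reads or reads overlapping several genes. The counts are therefore whole fragments assigned to a single gene, regardless of strand, and fragments shared between near-identical copies of a gene, or lying where genes overlap, can be lost or assigned to the wrong copy. The command named 10 alignment files, and the table held 8 libraries. By their file names, the others were a control library numbered 6 and a RhoA het library numbered 2. They were not analysed here. The deposited TPM values equalled counts divided by gene length and scaled per library when recomputed from the count table, with a largest relative difference of 5e-15. Every column of per-sample values was used. Coordinates are those of the count table (mm39). Gene symbols came from a table of GENCODE release 21 matched on identifiers, which named 51884 of the 57180 genes; that release's own coordinates were not used.

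All tests started from the deposited counts. Genes with low counts were removed with edgeR's filterByExpr at its defaults, which left 15660 genes, 15373 of them with a symbol, and removed 41520. Library sizes were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) over all 8 libraries without covariates. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05. CPM values (counts scaled to a common library total) use the TMM-scaled library sizes, and log2 CPM uses a prior count of 2. Standard errors of log2 fold changes were derived from the F statistic. For single genes, a two-sided exact permutation test of log2 CPM over the 70 assignments of 4 against 4 libraries was added; the smallest p it can give is 0.0286.

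Replicate numbers 5, 7 and 8 occur in both groups in the titles. They were used as a block in a second fit over these 3 pairs, with the same 6 libraries without the block beside it. Whether the numbers pair the libraries was checked by the correlation of deviations from the group means, described with the results. The labels do not say what the numbers stand for. Control replicate 2 and RhoA het replicate 6 are called not shared because the table lacks a library of their number in the other group. The counting command named such libraries, so these numbers may have had partners too.

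The 8 gene lists tested with camera (limma 3.58.1) at its default inter-gene correlation of 0.01, with adjustment over the lists, included SRF/MRTF targets, YAP targets, quiescence, commitment, cell cycle, DNA methylation and splicing factors; 1 list entered the adjustment and is not reported here. Another 9 lists served as technical checks: dissociation response, myofibre, endothelial, fibro-adipogenic, immune, mural, Schwann, erythroid and sex-linked genes. The lists, the grouping, the designs and most alternatives were fixed before the data were examined. The separation of the groups was the mean distance between groups minus the mean distance within groups, with 1 minus Pearson's r over the 500 most variable genes as distance, in a one-sided exact permutation test over 35 splits.

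Genes named in the text followed a rule fixed in advance: Rhoa; up to 5 genes per direction past the threshold; up to 3 genes per list past an adjustment over that list; and, with no gene past the threshold, the 3 genes per direction with the smallest p. The list genes named come from the block fit, and Atp2a1 was added because it passed the threshold there. Other genes are named as checks and were chosen after their values were seen.

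Alternatives covered DESeq2's size factors and upper-quartile factors in edgeR, total counts without TMM, no filter, a mean of at least 10 counts, the DESeq2 Wald test (1.42.0), limma-voom with quality weights, limma on log2(TPM + 1) and log2(TPM + 0.1), removal of mitochondrial genes, 1 surrogate variable (sva 3.50.0), other thresholds, the replicate block, and leaving out each library. For gene lists they also covered limma's fry test and the inter-gene correlation estimated for each list. Estimating it also makes camera test on the residual degrees of freedom of the fit, which are few with the block. Chosen after seeing the data were a covariate for Y-linked fragments, limma-voom with the replicate number as a random effect, DESeq2 with the block, the block with a looser threshold of 0.1 or without the filter, and, for gene lists, the block with the inter-gene correlation estimated and the same 6 libraries without the block. All alternatives to the technical lists were also added then.

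The procedure was tested on simulated counts with 200 changed genes drawn at the means, library sizes and dispersion of these libraries. Without the block, 0% of genes changed by 1.5-fold, 6.5% of those changed 2-fold and 78% of those changed 4-fold were recovered; with the block over 3 pairs these shares were 12%, 63.5% and 91.5%. Of the genes called at 2-fold with the block, 6.62% were false. Without the block, all simulated libraries shared 1 mean per gene and were independent, so the resemblance of same-numbered libraries was absent. At 1.5-fold 4.47% of its unchanged genes had an unadjusted p under 0.05, against 2.38% of all genes in the real fit. The shares recovered without the block may therefore not hold for the real libraries.

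Libraries held between 19138763 and 25606342 assigned fragments, so that 3 counts correspond to between 0.117 and 0.157 CPM before scaling. Intervals for shares are Wilson intervals at 95% and cover counting error only, since duplicate fragments were not marked by molecular identifiers. Similarity of pseudogene transcripts to Rplp0 was measured with blastn 2.17.0 on transcripts of GENCODE release 21. Alternative splicing and DNA methylation were not analysed here, because gene-level counts carry neither.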

Results

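Gene expression was measured by RNA sequencing in freshly isolated muscle stem cells, the resident progenitors of skeletal muscle, from control mice and from mice carrying a floxed allele of RhoA in these cells beside an intact allele (RhoA het). RhoA is a small GTPase that relays mechanical signals to the actin cytoskeleton, and the stated aim was to find expression changes that follow reduced RhoA activity. Each group held 4 libraries. Total assigned fragments were 22269242, 20235252, 25606342 and 21608972 in control replicates 2, 5, 7 and 8, and 19910795, 21785868, 22062763 and 19138763 in RhoA het replicates 5, 6, 7 and 8. Between 23762 and 24942 genes had at least 1 fragment per library. Mitochondrial genes took 1.25% to 1.65% of fragments and the 10 most abundant genes 6.29% to 9.11%. No libraries within a group agreed within sampling noise: chi-square per degree of freedom between their counts was at least 43, so neither group held a library entered more than once. That they are separate biological samples rests on the labels, since this check covers counting noise alone.

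The targeted gene was examined first. Rhoa (ENSMUSG00000007815.14; mm39 chromosome 9, 108183328 to 108215133, plus strand) was covered by 7250, 6656, 7273 and 7102 fragments in control replicates 2, 5, 7 and 8. RhoA het replicates 5, 6, 7 and 8 held 5379, 5706, 5649 and 5488 fragments. After TMM scaling the means were 324.6 ± 46.3 CPM in control and 264.8 ± 14.4 CPM in RhoA het (SD, n = 4 each), and the deposited TPM values averaged 134.2 ± 10.9 and 116.5 ± 6.23. Rhoa was 18.4% lower in RhoA het, with a log2 fold change of -0.29 (SE 0.13, 95% confidence interval -0.59 to -0.00080; edgeR quasi-likelihood test unadjusted p 0.0495, adjusted p over all genes 1). The groups overlapped in CPM, since control replicate 7 at 272.6 CPM lay below RhoA het replicate 8 at 282.1 CPM, and the two-sided exact permutation p was 0.0571. With the replicate number as a block over the 3 pairs 5, 7 and 8, whose same-numbered deviations correlated at 0.421 on average, the log2 fold change was -0.24 (SE 0.11, interval -0.49 to 0.012, edgeR unadjusted p 0.0605). Without the block the same 6 libraries gave -0.24 (p 0.118 in edgeR). Over all 8 libraries with the replicate number as a random effect, a fit chosen after seeing the data, it was -0.26 (limma-voom unadjusted p 0.0269). The alternative that moved the fold change most among scalings and tests was limma on log2(TPM + 1), at -0.20. The span of Rhoa overlaps 3 other annotated genes, 2 of them on the opposite strand, and the counts do not use strand. Whether their exons overlap was not checked.

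**Figure D1:**
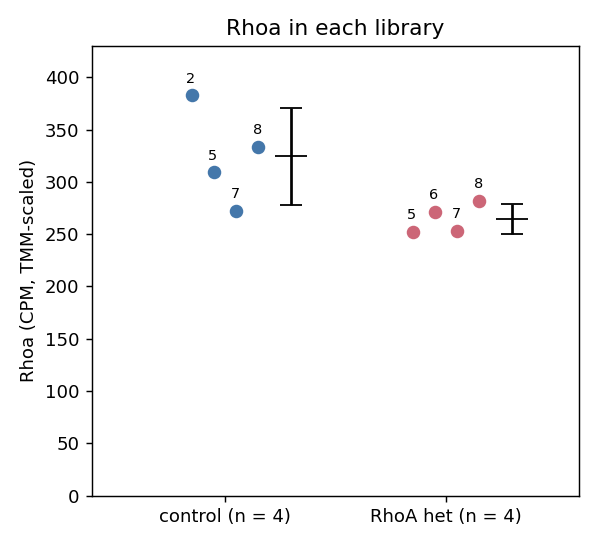
Rhoa expression in each library as TMM-scaled CPM (y axis, starting at 0) for the control and RhoA het groups; points are libraries labelled with their replicate number, and bars beside them give mean and SD. Control libraries lie between 272.6 and 382.9 CPM and RhoA het libraries between 252.5 and 282.1 CPM.

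The comparison of control with RhoA het libraries was then made across all genes. Of 15660 genes tested, 0 were changed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and the lowest adjusted p was 1. At an unadjusted p under 0.05 there were 372 genes (263 higher and 109 lower in RhoA het), or 2.38% of those tested, against 783 expected by chance. The excess of higher genes reversed without control replicate 5, with 330 higher and 373 lower. The libraries of a group differed widely, with a biological coefficient of variation of 33.3%. Groups did not overlap for 284 genes (1.81%), where chance gives 2.86%. Same-numbered libraries resembled each other across the groups. Their deviations from the group means correlated at 0.421 on average (0.544 for number 5, 0.231 for number 7 and 0.488 for number 8), against -0.191 for libraries of different numbers. The exact permutation p was 0.167, the smallest that the 6 possible pairings allow. With the replicate number as a block over these 3 pairs, the coefficient of variation fell to 17.4%, and 2 of 15714 genes were changed, both lower in RhoA het; 827 had an unadjusted p under 0.05, against 786 expected. Without the block the same 6 libraries gave 0 changed genes and 278 at an unadjusted p under 0.05. The alternative that moved the count most was the block without the filter on low counts, with 139 genes.

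Over the 500 most variable genes, Pearson's r between libraries of the same number in different groups averaged 0.804 (0.766 to 0.841 over 3 pairs). It averaged 0.483 between libraries of the same group and 0.495 between libraries differing in both. The mean distance between groups was accordingly smaller than that within groups (0.447 against 0.517, difference -0.07), and the one-sided exact permutation p for a separation of the groups was 0.943 over 35 splits. The real split parts all 3 same-numbered pairs, which by itself lowers this difference. Among the 8 splits that do so the difference lay between -0.0846 and -0.0258, and 6 of them, the real one included, had one as large (one-sided exact permutation p 0.75, smallest possible 0.125). The first principal component held 34.8% of the variance and had its highest scores, 36.93 and 29.06, in control replicate 5 and RhoA het replicate 5. The second held 24.3% and ran from control replicate 2 (-26.64) to RhoA het replicate 6 (37.09), the libraries whose numbers are not shared. These are correlations across genes, which are not independent replicates.

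**Figure D2:**
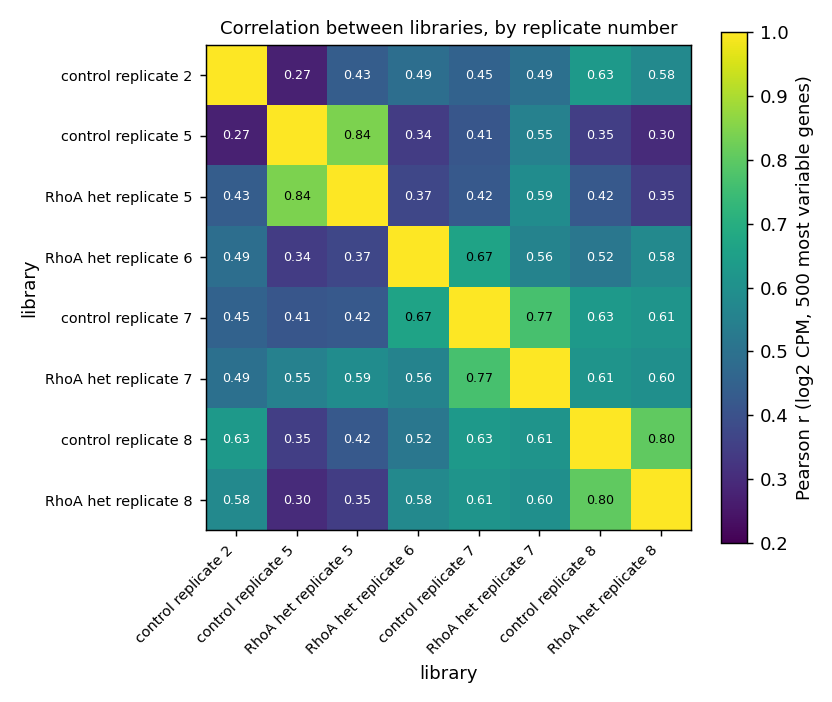
Pearson's r between each pair of the 8 libraries (both axes, ordered by replicate number) on log2 CPM of the 500 most variable genes, given in each cell and by colour. The highest values, 0.766 to 0.841, belong to the 3 pairs of libraries that share a number across groups.

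No single gene passed the threshold without the block. The genes with the smallest p, none past the threshold (adjusted p 1 in edgeR), were Mov10, Bend4 and Zfp712 among those higher and Insyn1, Hpse and Rplp0-ps1 among those lower in RhoA het. Mov10 (ENSMUSG00000002227.16; mm39 chromosome 3, 104702152 to 104725879) averaged 1.44 ± 0.0796 CPM in control and 3.49 ± 0.527 CPM in RhoA het (SD, n = 4 each), a log2 fold change of 1.27 (SE 0.23). Bend4 had a log2 fold change of 1.5 and Zfp712 of 1.45. Hpse (ENSMUSG00000035273.15; mm39 chromosome 5, 100827350 to 100867582) averaged 9.998 ± 2.26 and 4.65 ± 1.43 CPM, a log2 fold change of -1.10 (SE 0.26), and Insyn1 had -1.34. For these 5 genes the groups did not overlap, and each had the smallest exact permutation p possible, 0.0286, before any adjustment. All but Hpse among them averaged under 5 CPM in both groups. The spans of Bend4 and Zfp712 each overlap 2 annotated genes on the opposite strand, and that of Rplp0-ps1 overlaps Flg on the same strand. Overlap of exons, over which the unstranded counts were made, was not checked, so an effect on these counts is open. Rplp0-ps1 (log2 fold change -2.39, exact permutation p 0.0571) is a near-identical copy of Rplp0, and its count is uncertain because reads can be shared between copies. With the replicate block, where same-numbered deviations correlated at 0.421, the log2 fold changes were 1.35 for Mov10, 1.41 for Bend4, 1.25 for Zfp712, -1.53 for Insyn1, -0.93 for Hpse and -1.47 for Rplp0-ps1, with adjusted p between 0.343 and 0.735 in edgeR. Without the filter on low counts, 4 of these 6 genes passed in the edgeR block fit, with adjusted p of 0.00779 for Mov10, 0.0458 for Bend4, 0.0243 for Hpse and 0.000375 for Rplp0-ps1. That fit also gave 33 to 101 genes when the labels were swapped within pairs. In DESeq2 none of the 6 passed, and the lowest adjusted p was 0.0749 for Mov10 without the block and 0.169 for Hpse with it.

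Other genes stood out with the replicate block, and each of them moved the same way in 3 of 3 pairs. Acta1 (ENSMUSG00000031972.6; mm39 chromosome 8, 124618508 to 124621490) and Atp2a1 (ENSMUSG00000030730.13; mm39 chromosome 7, 126045030 to 126062280) encode skeletal muscle actin and a calcium pump of muscle fibres. With the block their log2 fold changes were -1.32 (SE 0.15, adjusted p 0.0275 in edgeR) and -1.40 (SE 0.17, adjusted p 0.0349 in edgeR). Over all 8 libraries, Acta1 averaged 102.4 ± 105 CPM in control and 98.9 ± 105 CPM in RhoA het (SD, n = 4 each), a log2 fold change of -0.050 (SE 0.86), and Atp2a1 changed by -0.42 (SE 0.70), both far inside the spread between replicates. In the 6 libraries of the pairs without the block, the fold changes were -1.37 for Acta1 and -1.33 for Atp2a1 (adjusted p 1 in edgeR). The fold changes thus moved with the choice of libraries, and the adjusted p with the block. By its span, Atp2a1 overlaps 1 gene on the opposite strand, as do Ckm and Ccn2. Adjusted over the genes of each list alone, no gene of the 8 lists passed 0.05 without the block (lowest 0.371). With it 4 genes did, of which Acta1 and Ccn2 each passed in 2 lists. Ckm, the muscle creatine kinase gene of the commitment list, had a log2 fold change of -1.43 with the block and -1.58 in the same 6 libraries without it. Ccn2 had one of 0.47 with the block (adjusted p 0.0318 over the YAP targets in edgeR). The remaining gene was Pax7. Pax7 (ENSMUSG00000028736.14; mm39 chromosome 4, 139464373 to 139560839), the transcription factor that marks muscle stem cells, averaged 130.1 ± 30.5 CPM in control and 91.6 ± 13 CPM in RhoA het (SD, n = 4 each). Its log2 fold change was -0.51 (SE 0.18, adjusted p 1 over all genes and 0.57 over the quiescence list in edgeR). All 4 control libraries lay above all 4 RhoA het libraries, with an exact permutation p of 0.0286 that is the smallest possible. With the block Pax7 changed by -0.65 (SE 0.12, adjusted p 0.143 over all genes and 0.00599 over the list in edgeR). Control replicate 7, at 176 CPM, stood apart from the other control libraries at 112 to 117 CPM. The mean correlation of same-numbered deviations behind these block fits was 0.421.

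None of the 8 gene lists shifted past the threshold without the block (camera, adjusted over the 8 lists). The lowest adjusted p, 0.081, belonged to the splicing factors, whose 49 genes had a mean log2 fold change of -0.068 with 12 of them higher in RhoA het. The mean was 0.13 over 39 SRF/MRTF targets, 0.019 over 24 YAP targets, 0.013 over 24 DNA methylation genes, -0.011 over 33 quiescence genes, -0.013 over 22 commitment genes and -0.13 over 35 cell cycle genes, with adjusted p between 0.713 and 0.942. With the replicate block, for which same-numbered deviations correlated at 0.421, the commitment list passed (mean log2 fold change -0.33, 10 of 23 genes higher, adjusted p 0.000623 in camera), and the other lists reported had adjusted p of 0.726. With the inter-gene correlation estimated for each list in place of the default, the adjusted p of the commitment list under the block was 0.39. That setting also tests on few residual degrees of freedom, so this rise need not come from correlation between genes. Without the block the same 6 libraries gave a commitment mean of -0.31 (8 of 23 genes higher, adjusted p 0.27 in camera) and a cell cycle mean of -0.24 (adjusted p 0.991). The splicing factors were near 0 in these 6 libraries, with a mean of 0.0013 with the block and -0.0049 without it (22 of 49 genes higher in both fits).

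**Figure D3:**
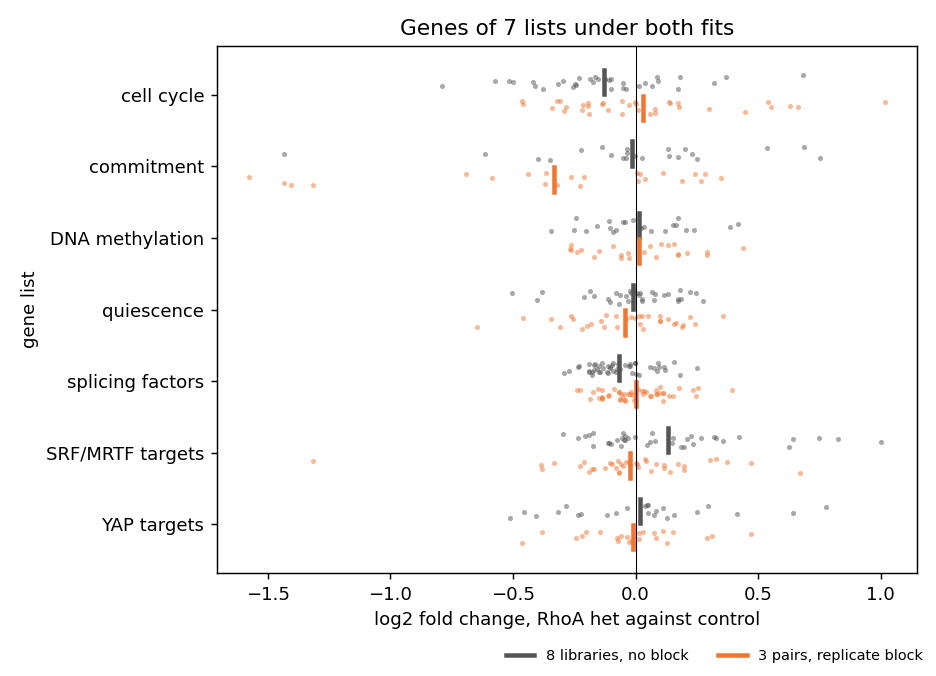
Log2 fold changes of RhoA het against control (x axis) for the genes of 7 lists (y axis), over all 8 libraries without the block in grey and over 3 pairs with the replicate block in orange; points are genes and vertical bars are list means. List means over all 8 libraries lie between -0.13 and 0.13, and the commitment list lies at -0.33 over the 3 pairs with the block.

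The technical lists measured RNA of other cell types and the response to dissociation. The median log2 fold change over 22 dissociation response genes was -0.064, and their mean log2 CPM was lowest in the libraries numbered 5 (9.74 in control and 9.63 in RhoA het). The endothelial list was higher in RhoA het, with a median log2 fold change of 1.93 over 10 genes, all 10 of them higher. It was the only one of the 9 technical lists past an adjusted p of 0.05 without the block (1.31e-08 in camera, adjusted over these lists). RhoA het replicate 6 had a mean log2 CPM of 5.93 for this list, while the other RhoA het libraries lay between 2.64 and 2.89 and the control libraries between 0.95 and 3.21. Pecam1 was at 137 CPM in that library and at most at 16.1 CPM elsewhere. Without RhoA het replicate 6 the median was 0.26, and with the replicate block, to which that library does not belong and whose check value was 0.421, it was -0.053. The immune and erythroid lists had medians of 1.23 and 1.01 over 5 and 4 genes, which fell to 0.045 and -2.01 without the same library. The myofibre list had a median of -0.11 over 14 genes across all libraries and of -1.21 with the block. The fibro-adipogenic, mural and Schwann lists had medians of 0.034, 0.13 and 0.082. Their mean log2 CPM was high in every library, at 6.589 to 7.98, 5.091 to 6.694 and 4.722 to 5.767. Without a reference of pure stem cells, these levels cannot tell RNA of other cells from expression in the stem cells. With the block, 3 of the 9 technical lists passed an adjusted p of 0.05 in camera at its default correlation. The myofibre list had a mean log2 fold change of -1.09 (0 of 13 genes higher, adjusted p 1.53e-45), the erythroid list one of -1.69 (0 of 4 genes higher, adjusted p 0.00441) and the fibro-adipogenic list one of 0.22 (7 of 10 genes higher, adjusted p 0.0039). With the correlation estimated, which also leaves camera few residual degrees of freedom here, their adjusted p were 0.194, 0.742 and 0.588. By mean log2 CPM, the erythroid list was lower in RhoA het for number 7 only (4.784 in control, 0.3175 in RhoA het). It was slightly higher for number 5 (-1.061 and -0.7879) and number 8 (2.16 and 2.276), so its shift rested on 1 pair. The fibro-adipogenic list was higher in RhoA het for numbers 5 and 7 but not for number 8 (7.98 and 7.947). Control replicate 2 and RhoA het replicate 6 held 14358 and 14659 fragments on Y-linked genes and 5 and 7 on Xist, while the other 6 libraries held at most 2 Y-linked fragments and at least 3539 on Xist.

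**Figure D4:**
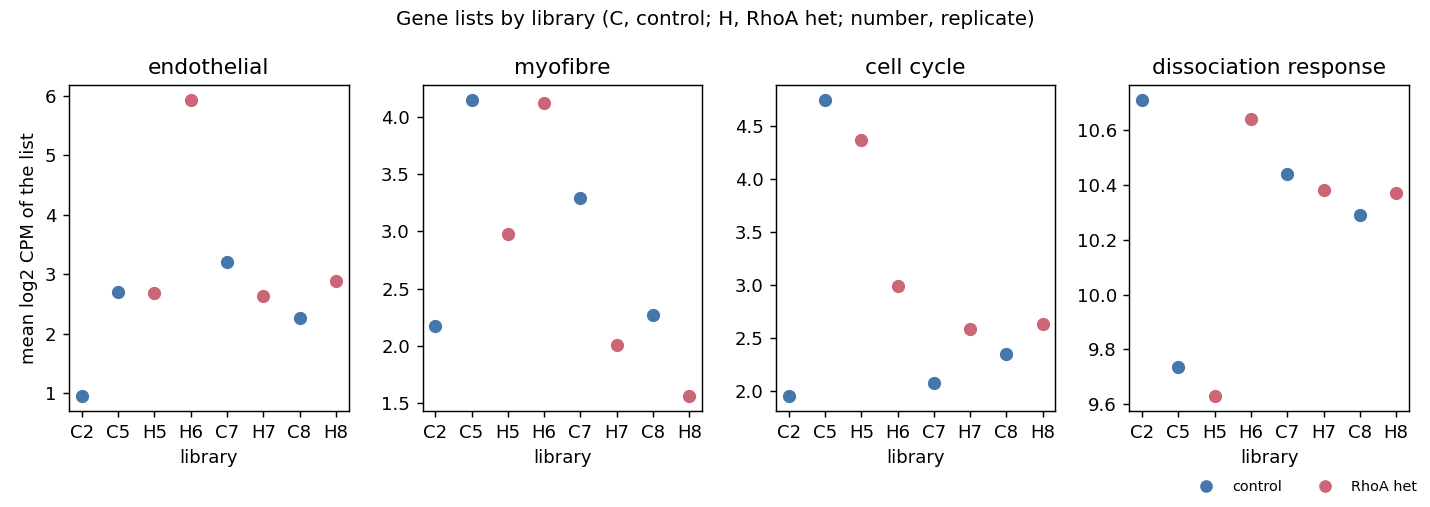
Mean log2 CPM (y axis, a separate range in each panel) of the endothelial, myofibre, cell cycle and dissociation response lists in each library (x axis; C is control, H is RhoA het, with the replicate number), in blue for control and red for RhoA het. RhoA het replicate 6 stands at 5.93 for the endothelial list, and both libraries numbered 5 stand highest for the cell cycle list, at 4.75 and 4.37.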

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

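The tests of the endothelial list, of sex-linked reads, of the genotype for the cell cycle list and of Pax7 without a control library were chosen only after those results were seen. Libraries were tested for standing apart within their group by Dixon's ratio against its 95% critical value for 4 libraries over 33 measures in both groups. There were 5 results past it among 66 tested, where chance gives about 3.3, so single flags carry little weight on their own.

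The endothelial list had a mean log2 CPM of 5.93 in RhoA het replicate 6 and at most 2.891 in the other RhoA het libraries. All 10 listed genes were at least 2-fold above every other library there, by 2.29-fold to 8.52-fold. Without this library the mean log2 fold change of the list was 0.256 in place of 1.85, so an effect of the genotype, which would have to appear in the other 3 RhoA het libraries, was not seen. The total of this library, 21785868 fragments, lay inside the range of the others. The pattern is consistent with endothelial cells or their RNA in this 1 library (10 of 10 genes), a technical explanation that remains after these tests. The immune and erythroid lists were also highest in this library, with mean log2 CPM of 4.38 and 5.87. Dixon's ratios of 0.694 and 0.54 stayed under its critical value, which with 4 libraries does not show that this library was like the others on these lists.

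The cell cycle list had a mean log2 CPM of 4.745 in control replicate 5, against 1.95 to 2.349 in the other control libraries. RhoA het replicate 5 was also high, 1.38 above the highest of the other RhoA het libraries, so the genotype does not account for it. Thinning all libraries to the smallest total left Dixon's ratio at 0.854 against 0.857 before. That could hardly move a measure scaled to CPM, so it does not decide on depth. RhoA het replicate 8, with the smallest total of all, had a mean log2 CPM of 2.632. In both libraries numbered 5 together, 16 of the 35 listed genes were at least 2-fold above all other libraries, fewer than the majority set beforehand, so the shift cannot be told apart from one carried by part of the list. Mki67 was at 57.6 and 37.6 CPM in these libraries and at most 3.8 CPM in the others. Something shared by the libraries numbered 5, such as a day of isolation or a litter, may underlie this, but the labels give no such information, and no biological explanation other than the genotype was tested.

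The only gene of the sex-linked list to pass the filter was Xist, so its score there is that of Xist: -1.487 in control replicate 2 and -1.233 in RhoA het replicate 6, against at least 7.508 in the other 6 libraries. Both libraries held at least 14358 Y-linked fragments. The Xist count in them was at most 0.198% of the lowest in the others, so a mixture of male and female cells was not seen. The values are consistent with male mice in these 2 libraries and female mice in the other 6. The labels give no sex. Each group holds 1 such library, so the contrast of the groups is balanced for it. These are also the 2 libraries whose replicate numbers are not shared.

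Pax7 was at 176 CPM in control replicate 7, against 112 to 117 CPM in the other control libraries. Thinning to the smallest total left Dixon's ratio at 0.92 against 0.922 before, which for the same reason does not decide on depth. In the deposited TPM, which uses another scaling, the ratio was 0.572 and the library no longer stood apart, so the flag cannot be told apart from an effect of scaling. Without that library the log2 fold change of Pax7 was -0.327 in place of -0.51, so the direction did not rest on it alone. A lower Pax7 level in RhoA het remains a hypothesis, since its adjusted p over all genes was between 0.777 and 1 in the fits without the block and between 0.00107 and 0.143 in the 3 fits with it.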

How the results depend on the processing

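The count of changed genes was 0 in the comparison over all 8 libraries and stayed 0, with between 278 and 912 genes at an unadjusted p under 0.05, under every alternative without a block over the pairs, including each fit that left out a library; the random effect gave 0 with 839. It moved with the block. The replicate block over 3 pairs gave 2 (0 higher, 2 lower), and the others below were added after seeing the data: 13 (7 higher, 6 lower) at an adjusted p under 0.1, 41 (29 higher, 12 lower) with DESeq2 and the replicate block, and 139 (85 higher, 54 lower) with the replicate block and no filter. Both genes of the edgeR block fit, Acta1 and Atp2a1, were among those of each of these fits. The cause of the spread between these counts was not tested. Among genes at an unadjusted p under 0.05, the share higher in RhoA het was 70.7%, but 85.7% with total counts, 83.7% and 85.3% on log2(TPM + 1) and log2(TPM + 0.1). Over all 8 libraries it was 62.2% with limma-voom and quality weights and 63.3% with the random effect. In edgeR it was 56.6% with the replicate block and 57.6% in the same 6 libraries without it. The block itself thus hardly moved it in edgeR, but DESeq2 with the block gave 69.1%. Leaving out a library gave 46.9% to 73.7%, and the excess reversed only without control replicate 5 (330 higher, 373 lower). No scaling moved the median log2 fold change of all genes by over 0.1.

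The Rhoa log2 fold change, -0.29 with an unadjusted p of 0.0495, kept its direction under every alternative. It lost its place under 0.05 with DESeq2 size factors (-0.297), total counts (-0.237), no filter (-0.302), log2(TPM + 1) (-0.201), log2(TPM + 0.1) (-0.202), the replicate block (-0.237), the same 6 libraries (-0.24), DESeq2 with the block (-0.212) and the block with no filter (-0.23). It stayed under 0.05 in the other 8 fits over all libraries. Their p ran from 0.0261 with limma-voom and quality weights to 0.0495 without mitochondrial genes, with 0.0269 for the random effect (-0.257) and 0.0386 for 1 surrogate variable. It ranged from -0.37 to -0.207 across the 8 fits that each left out a library, with p between 0.0179 and 0.121. The result sits at the threshold, so its side of it carries little information.

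The number of gene lists past the threshold, 0, was 1 with the replicate block, 2 with 1 surrogate variable and from 0 to 2 when a library was left out. The list past it with the block was commitment (-0.334, adjusted p 0.000623 in camera). With 1 surrogate variable these were splicing factors (-0.0624, adjusted p 0.0432) and cell cycle (0.369, 0.00238). Without control replicate 5 they were splicing factors (-0.106, 0.0037) and cell cycle (1.38, 6.39e-14), and without RhoA het replicate 7 splicing factors (-0.11, 0.00174) and SRF/MRTF targets (0.214, 0.042). Splicing factors thus passed in 3 fits, in the direction found over all libraries. Over all libraries their adjusted p rose from 0.081 to 0.939 with the inter-gene correlation estimated for each list. It was 0.949 with limma's fry test, and no list passed with either. Where the cell cycle list passed, its mean had the opposite sign to the mean over all libraries (-0.13). Camera's direction for this list was nonetheless higher over all libraries too (adjusted p 0.78). Lists whose mean log2 fold change changed sign were as follows. With the replicate block, and at the same means with the correlation estimated, cell cycle was 0.0287, splicing factors 0.00133, SRF/MRTF targets -0.0218 and YAP targets -0.0109; YAP targets were -0.00158 in the same 6 libraries without it. With total counts, commitment was 0.0109 and quiescence 0.0298. With 1 surrogate variable, cell cycle was 0.369, commitment 0.0196 and quiescence 0.00267. Leaving out a library gave ranges of -0.852 to 1.38 for cell cycle, -0.243 to 0.279 for commitment, -0.0851 to 0.127 for DNA methylation, -0.0742 to 0.0554 for quiescence, -0.0352 to 0.216 for SRF/MRTF targets and -0.111 to 0.148 for YAP targets. The extremes of cell cycle came from leaving out a library numbered 5. Among named genes, Acta1 was 0.506 and Ckm 0.243 with 1 surrogate variable, and leaving out a library gave -1.06 to 0.934 for Acta1, -1.27 to 0.541 for Ckm and -1.08 to 0.16 for Atp2a1. For Acta1, Ckm and Atp2a1 the lowest value came without RhoA het replicate 6 and the highest without control replicate 5. These libraries had the highest mean log2 CPM of the myofibre list (4.119 and 4.147), so the shifts went with the level of fibre RNA. No further cause was tested. Values of named genes that passed an adjusted p of 0.05 were 14, each in a fit with the block; Mov10, Bend4, Hpse and Rplp0-ps1 passed in the block fit without the filter and in no other.

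The technical lists moved by more than the spread between replicates only in fits without RhoA het replicate 6. The endothelial median was -0.0534 with the replicate block and -0.0625 in the same 6 libraries, the immune median 0.212 and 0.098, the myofibre median -1.21 and -1.19, and the erythroid median -1.47 and -2.3. Leaving out a library gave 0.258 to 2.29 for endothelial, 0.0454 to 1.99 for immune and -2.01 to 2.74 for erythroid. The separation of the groups was below 0 under every alternative (-0.082 to -0.00345), which the parted pairs favour whatever the genotype does. Depth does not limit Rhoa, with at least 5379 fragments per library, but it limits Bend4, Zfp712 and Insyn1, which averaged under 3 CPM.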

Other observations

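The tests on the Rplp0 region, the myofibre list in the unpaired libraries, the estimated correlation of the commitment list, sex among paired libraries and genes near Rhoa were chosen only after those results were seen, as were the counts of splits for results of 0.

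Other splits of the same libraries show what the group labels add. Of the 35 splits of 8 libraries into 4 and 4, 8 part all 3 same-numbered pairs as the real split does. Each of the 8 gave 0 genes at an adjusted p under 0.05 in edgeR, with 113 to 598 at an unadjusted p under 0.05. The real split has 0 changed genes and 0 lists past the threshold, which any split must reach, so that 8 of 8 reach them shows nothing. Of the 8, the real one included, 4 had at least as many genes at an unadjusted p under 0.05 as the real 372, or 3 of the 7 others, and 6 of those 7 had at least 1 list past the threshold. The 27 splits that keep some same-numbered pair together all had at least as many genes at an unadjusted p under 0.05 as the real split (447 to 2740), and 2 of them had changed genes, up to 20. With 8 splits no share under 0.05 can be reached. Splits that keep same-numbered libraries on one side thus gave more genes at an unadjusted p under 0.05 than the genotype did. At least 1 gene list passed the threshold in 31 of the 35 splits.

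The labels were also swapped within the 3 pairs, which allows 4 arrangements. The real arrangement gave the highest count in each fit, 1 of 4, with 2 genes in edgeR with the block against 0 in the other 3. DESeq2 with the block gave 41 against 0 to 11 (1 of 4 as large), and edgeR with the block and no filter gave 139 against 33 to 101 (1 of 4 as large). The number of gene lists past the threshold with the block, 1, was reached in 4 of 4 arrangements. No share under 0.05 is possible with 4 arrangements. Since swapped labels still gave at least 33 genes without the filter, a part of those 139 genes may owe nothing to the genotype; those fits leave part of the real genotype difference in the spread, so the counts are not a clean null.

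Same-numbered libraries deviated together, with a mean correlation of 0.421. Thinning all libraries to the smallest total left it at 0.419, but could hardly move values scaled to CPM, so depth is left open. The correlation stayed at 0.427 after each library's trend with gene length was removed, and at 0.384 without the 500 most variable genes. Of these 6 libraries 0 had Y-linked reads beyond background, so sex does not separate the numbers. A batch of isolation or library preparation, or littermates, could produce this, and the labels name neither, so the pattern cannot be told apart from such a batch. Limma's consensus correlation of same-numbered libraries was 0.481.

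With the block, the myofibre list was lower in RhoA het in 3 of 3 pairs, with differences in mean log2 CPM of -1.17, -1.28 and -0.705 for numbers 5, 7 and 8; 3 pairs cannot give a two-sided exact p under 0.25. Between the libraries whose numbers are not shared, the RhoA het library was 1.95 higher than the control library. These differ in more than genotype, RhoA het replicate 6 being the library with the endothelial signal, so the pattern cannot be told apart from varying amounts of fibre RNA in the preparations. The same limit holds for Acta1 and Atp2a1, the genes called with the block. Like the myofibre list, both were highest in control replicate 5 (255 and 76.2 CPM) and RhoA het replicate 6 (248 and 59.3 CPM). The commitment list no longer passed the threshold once the 2 genes it shares with the myofibre list were removed (21 genes left, adjusted p 0.623), with a mean of -0.235 against -0.334 before. It no longer passed once the inter-gene correlation was estimated (adjusted p 0.39), which leaves the mean as it was. That setting also raised the p of the sex-linked list (0.649 to 0.694 in camera), whose 1 gene has no inter-gene correlation. It therefore cannot decide whether correlation between genes produced the small p. A candidate explanation for the small p of the list, though not for all of its lower mean, is a small set of fibre genes.

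Genes more than 2-fold higher in both control replicate 2 and control replicate 7 than in all other libraries were 6: Gm8730, Gm9625, Rplp0-ps1, Gm6278, Gm14165 and Mok. Of these, 5 had transcripts at least 90% identical to Rplp0 over 670 to 955 bases, from 94.2% for Rplp0-ps1 to 98.7% for Gm8730, and they lie on 5 different chromosomes. Of the fragments assigned to Rplp0 or these 5, the 5 took 18.2% (Wilson interval 17.9 to 18.5) in control replicate 2. The share was 18.6% (18.3 to 18.9) in control replicate 7 and 2.02% to 2.65% in the other 6 libraries. The 5 were picked for being high in control replicates 2 and 7, so that these libraries stand out is no separate evidence. Control replicates 5 and 8, at 2.65% and 2.27%, were close to the RhoA het libraries (2.02% to 2.48%), so the high shares do not follow the genotype. In CPM these 5 copies reached 56.2 and 79.6 in control replicates 5 and 8, against 51 to 55.7 in RhoA het. Control replicate 5 was thus close to the highest RhoA het library, and control replicate 8 also had the most Rplp0 itself (3421 CPM). Of their shares, 2.65% lay above the RhoA het range and 2.27% inside it. Whether a smaller difference of the same sign remained is therefore open. Reads shared between copies of Rplp0 could produce the high shares in control replicates 2 and 7. Rplp0-ps1, among the genes with the smallest p, may be such a case and not a change in expression. A sequence variant of Rplp0 in these 2 mice that sends its reads to the copies could explain why only these libraries are affected. Within 10 Mb of Rplp0, 3 of 259 genes parted these 2 libraries from the others by over 0.5 in log2 CPM, against 40 of 15401 elsewhere (two-sided Fisher's exact p 0.034, unadjusted). The 6 genes named above and the genes of the cell cycle list stayed in the totals but were never counted as parting. The p depends on that choice. The test was picked with some of these genes in view and the reads were not analysed here, so it leaves the variant open.

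The log2 fold change rose with gene length, with Spearman's rho 0.198 across 15660 genes, which are not independent replicates. The median went from -0.076 in the shortest 25% of genes (up to 2303 bases) to 0.052 in the longest 25% (from 6437 bases). At fixed transcript GC content rho was 0.194 over the 15373 genes with a value (98.2%), so GC content does not account for it. Of the 8 splits that part the same pairs, 2 gave as large a rho, the real one and 1 of the 7 others (0.251; lowest -0.102), so it cannot be told apart from variation between libraries. With the replicate block rho was 0.131, and it was -0.083, 0.125 and 0.184 in pairs 5, 7 and 8.

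Genes within 10 Mb of Rhoa were examined for DNA of the targeted strain carried along with the floxed allele. Of 193 such genes 4 had an unadjusted p under 0.05 (2.07%), against 368 of 15467 elsewhere (2.38%; two-sided Fisher's exact p 1), so no such enrichment was seen. That fit gave fewer genes with a small p than chance. With the replicate block 7 of 194 such genes (3.61%) and 820 of 15520 elsewhere (5.28%) had an unadjusted p under 0.05 (two-sided Fisher's exact p 0.416), again no enrichment.

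Rhoa in RhoA het was at 81.6% of the control level (95% interval 66.6 to 99.9 in edgeR), and at 84.9% (71.4 to 101) with the replicate block. A level of 50%, which 1 silent copy of 2 would give with no compensation and no other cells, lies outside both intervals. Incomplete recombination, compensation by the other allele, a floxed transcript that still contributes fragments and RNA of other cells were not tested.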
